A study of Homo sapiens with 7 samples.

How the data were processed

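RNA expression was profiled in 7 libraries of K562, a human erythroleukemia cell line, with 1 library per condition. Both libraries of the knockdown pair (U2AF1 knockdown and scramble control) and the 5 transgenic libraries (wild-type U2AF1 and the mutants S34F, S34Y, Q157P and Q157R) were assigned to their conditions from the genotype label of each sample. Per the labels' protocols, sorted cells were expanded before RNA was taken with Trizol, libraries were made with an Illumina TruSeq RNA kit with bead size selection, PCR amplification and gel purification, and no aligner, quantification tool, genome build, annotation or read number was stated.

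The authors deposited 1 table per library with a gene identifier and a value. From the values, the deposited numbers are TPM (transcripts per 1000000): they carry 2 decimals and sum to 1000000 in each library to within rounding. Each table lists the same 55874 genes, all but 8 of them by Ensembl gene identifier. TPM scaling by the authors divides by transcript length and fixes the library total, so a rise in a few abundant genes lowers the values of all others, and the number of reads behind a value is not recoverable. Depth is therefore unknown for all 7 libraries, and no counting interval or detection floor was computed. An exact 0 was listed for between 53 and 136 genes per library.

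Values were transformed as log2(TPM + 1), which understates the change of genes with low values. One common set of 11122 genes with at least 5 TPM in at least 1 of the 7 libraries was used in every comparison. A gene was counted as changed when its log2(TPM + 1) difference was at least 1 in either direction. With 1 library per condition there is no replicate error, so no p-values across genes were computed, and every statement compares libraries and not conditions. The knockdown library was compared with the scramble library, and each mutant library with the wild-type transgenic library. Because the 4 mutant changes share the wild-type library, each transgenic library in turn was also set against the other 4, and the 4 mutant libraries were split into pairs in the 3 possible ways, counting genes whose values in one pair all lay at least 2-fold above or below those of the other. Correlations were computed across genes, which are not independent replicates, and only between differences that share no library.

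Gene symbols were looked up by Ensembl identifier in a table of current symbols, which named 10510 of the 11122 genes. Gene positions and types are those of GENCODE release 29 on GRCh38, matched by gene identifier for 10815 of the 11122 genes. Named genes were chosen by a rule fixed before the data were examined: U2AF1 and its relatives U2AF2, U2AF1L4, ZRSR2 and SF3B1, then the 3 genes with a symbol and at least 20 TPM that ranked highest in each direction for the knockdown change, for the smallest change over all 4 mutants, and for the gap between the S34 and Q157 pairs. Lists of genes were summarised by the median log2 difference and its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. This percentile describes these libraries, and genes of one pathway vary together, so it is not a p-value.

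Alternatives fixed in advance were pseudocounts of 0.1 and 5, minimum values of 1 and 20 TPM, scaling each library by the median of its ratios to the geometric mean of all 7 (factors from 0.959 to 1.03), the mean of the other 4 transgenic libraries as control, and Spearman in place of Pearson correlation. Restriction to protein-coding genes was added after the data were seen. For GC content and transcript length, mean GC and median length over GENCODE 29 transcripts were available for 97.2% of the genes and were removed by linear and quadratic regression. The rules for changed genes, splits and a library standing apart were tested on simulated libraries. In these, 200 genes per comparison had been given a log2 fall of 2 over noise with an SD of 0.1 per library. Of these genes, 100.0% were recovered, with 0 false calls. The rules for changed genes and for a library standing apart were written out again for this test, the latter for falls only. The list computation was tested on a separate list with a smaller rise. Recovery was nearly certain at so large a fall. The test thus checks the rules, and not their error rate at the larger spread of the real libraries. Analyses were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.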

Results

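Gene expression was measured by RNA sequencing in K562 cells, a human erythroleukemia line, to compare the effect of U2AF1 mutations found in blood cancers with that of U2AF1 loss. U2AF1 encodes the small subunit of the splicing factor U2AF, which recognizes the end of introns. A scramble control and a U2AF1 knockdown formed one pair of libraries. The other 5 libraries came from cells expressing wild-type U2AF1 (WT) or the mutants S34F, S34Y, Q157P and Q157R, which replace a residue in the first (S34) or the second (Q157) zinc finger of the protein. Each condition had 1 library, so no difference below has a replicate check. The values are given per gene, so changes in splicing were not measured, and counts of changed genes do not speak to them. Between 13676 genes (S34F) and 14510 genes (WT) reached at least 1 TPM per library, and 11122 of the 55874 listed genes reached 5 TPM in at least 1 library and were compared. The number of reads behind the values is unknown. Genes encoded by the mitochondrial genome took 11.2% of TPM in the knockdown library, 9.02% in the scramble library and from 6.55% (Q157R) to 9.45% (S34F) in the transgenic libraries.

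The level of U2AF1 (ENSG00000160201, GRCh38 chromosome 21, 43092956 to 43107587, minus strand, protein-coding) was examined first, as a check of the labels. It was 199.12 TPM in the scramble library and 66.91 TPM in the knockdown library, or 33.6% of the scramble level, a log2 change of -1.56. This was the second largest fall among the 11122 genes. The largest departure among the alternatives came from median-of-ratios scaling, which gave -1.47. The transgenic libraries held 1097.19 TPM (WT), 1007.95 TPM (S34F), 975.59 TPM (S34Y), 883.31 TPM (Q157P) and 1117.24 TPM (Q157R), which is 4.44 to 5.61 times the scramble value. Against WT, the mutant lines differed in U2AF1 by log2 changes from -0.31 (Q157P) to 0.03 (Q157R). These gene-level values do not separate the transgene from the endogenous gene.

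**Figure D1:**
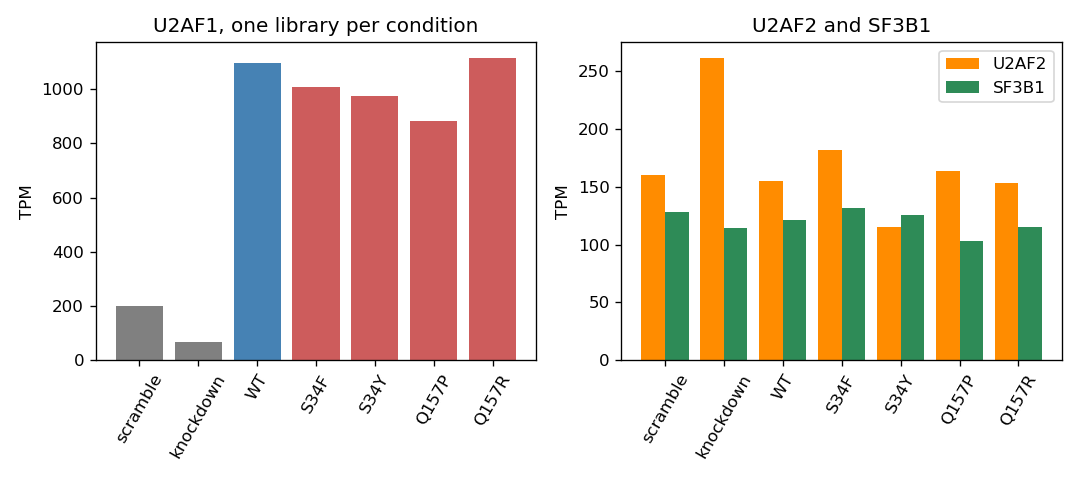
Expression in TPM (vertical axes, from 0) of U2AF1 (left) and of U2AF2 and SF3B1 (right) in the 7 libraries, 1 bar per library and gene, without error bars because each condition had 1 library. U2AF1 fell from 199.12 to 66.91 TPM on knockdown and lay between 883.31 and 1117.24 TPM in the transgenic libraries, while U2AF2 was highest in the knockdown library at 261.95 TPM.

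Among relatives of U2AF1 in splice site recognition, U2AF2, the large subunit (ENSG00000063244, chromosome 19, 55654146 to 55674715), rose from 160.07 TPM in the scramble to 261.95 TPM in the knockdown library, a log2 change of 0.71 that ranked 28 among all rises. Its value was 155.13 TPM in WT, 181.98 TPM in S34F, 115.57 TPM in S34Y, 163.86 TPM in Q157P and 153.66 TPM in Q157R. SF3B1 (ENSG00000115524, chromosome 2, 197389784 to 197435091) changed by -0.16 on knockdown, from 127.94 to 114.63 TPM. ZRSR2 (ENSG00000169249, chromosome X, 15790472 to 15823260) changed by 0.30, from 16.66 to 20.77 TPM. U2AF1L4 (ENSG00000161265, chromosome 19, 35742464 to 35745445) was 18.77 TPM in scramble and 18.27 TPM in knockdown, a difference of -0.04 whose sign changed with the scaling of the libraries.

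To ask which genes responded to loss of U2AF1, the knockdown library was compared with the scramble library. Only 28 genes (0.252%) differed at least 2-fold, 9 higher and 19 lower. The count moved most with the pseudocount: it was 54 with a pseudocount of 0.1 and 8 with a pseudocount of 5. The size of the excess of lower genes depended on the processing. Median-of-ratios scaling gave 14 higher and 16 lower genes, and a pseudocount of 5 gave 0 higher and 8 lower. The log2 differences over all 11122 genes had an SD of 0.21. After U2AF1, the largest falls among genes with at least 20 TPM were in TAFA2 (ENSG00000198673, chromosome 12, 61708259 to 62279150), from 31.7 to 10.4 TPM, and in RPL22P1 (ENSG00000213178, chromosome 3, 169483671 to 169484080), from 106.17 to 37.95 TPM. RPL22P1 is a processed pseudogene, so its value is uncertain where reads are shared with its parent gene. The largest rises were in MYEOV (ENSG00000172927, chromosome 11, 69294138 to 69367726), from 35.33 to 73.2 TPM, in EPHB6 (ENSG00000106123, chromosome 7, 142855061 to 142871094), from 30.37 to 61.31 TPM, and in C6orf62 (ENSG00000112308, chromosome 6, 24704861 to 24720836), from 70.64 to 121.51 TPM. Their log2 changes were 1.03, 0.99 and 0.77.

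The mutant libraries were compared with WT to find expression changes that accompany each mutation. The 4 libraries differed widely in the number of genes changed at least 2-fold. In S34F, 770 genes differed, 213 higher and 557 lower. The other mutants had 49 genes in S34Y (16 higher, 33 lower), 26 in Q157P (10 higher, 16 lower) and 79 in Q157R (31 higher, 48 lower). Over all genes, the log2 differences from WT had an SD of 0.55 in S34F, 0.27 in S34Y, 0.21 in Q157P and 0.26 in Q157R. With the mean of the other 4 transgenic libraries as control, the S34F count was 457 (71 higher, 386 lower) and still the largest of the 4 mutants. The excess of lower genes in the other mutants depended on the control, since under this alternative S34Y had 23 higher and 15 lower genes, Q157P 16 and 6, and Q157R 36 and 18.

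Because all 4 mutant changes share the WT library, its own deviation enters each of them. Only 2 genes lay at least 2-fold from WT in the same direction in every mutant, 1 higher and 1 lower. When each mutant was taken as the odd library instead, S34F stood apart from the other 4 transgenic libraries at 169 genes (28 higher, 141 lower), S34Y at 6, Q157R at 3 and Q157P at 0. The WT count was below those of S34Y and Q157R, but these counts are too small to rank: with a pseudocount of 0.1, WT stood apart at 4 genes and Q157R at 3. Genes with a symbol and at least 20 TPM in a transgenic library were ranked by their smallest change from WT over the 4 mutants. The rises that ranked highest were in EGR1 (ENSG00000120738, chromosome 5, 138465490 to 138469315), MRPL1 (ENSG00000169288, chromosome 4, 77862520 to 77952790) and EPHB6. EGR1 was 11.85 TPM in WT and 75.7, 25.05, 26.5 and 30.3 TPM in S34F, S34Y, Q157P and Q157R, but 190.32 TPM in the scramble library. MRPL1 was 16.61 TPM in WT, 66.71, 41.85, 32.9 and 38.9 TPM in the mutants in the same order, and 23.97 TPM in the scramble library. EPHB6 was 5.84 TPM in WT and at least 8.88 TPM in each mutant, below the 30.37 TPM of the scramble library. The falls that ranked highest in the same way were in RFK (ENSG00000135002, chromosome 9, 76385517 to 76394517), with log2 changes from -1.58 (S34F) to -0.76 (S34Y), in SAT1 (ENSG00000130066, chromosome X, 23783173 to 23786226), from -1.88 (S34F) to -0.69 (Q157P), and in ENO2 (ENSG00000111674, chromosome 12, 6913745 to 6923698), from -1.83 (S34F) to -0.62 (S34Y).

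**Figure D2:**
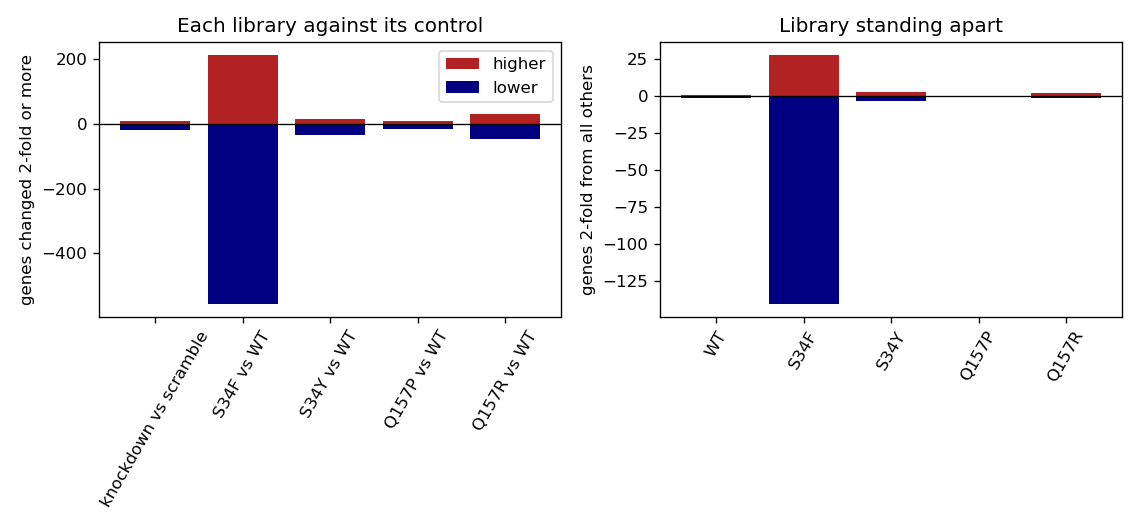
Number of genes at least 2-fold higher (red, upward) or lower (blue, drawn downward as negative numbers), from 11122 genes. On the left each library is set against its control, where S34F had 213 higher and 557 lower genes. On the right each transgenic library is set against all other 4, where S34F stood apart at 169 genes and no other library at more than 6.

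Whether mutations at one residue resemble each other was addressed in 2 ways that do not use the WT library. First, genes were counted whose 2 S34 values both lay at least 2-fold above or below both Q157 values. There were 32 such genes, 5 higher and 27 lower in the S34 libraries, of which 20 are annotated as protein-coding. The other 2 ways of pairing the 4 libraries gave 0 genes (S34F with Q157P) and 3 genes (S34F with Q157R). With 3 possible splits, this ordering cannot reach a share of splits under 1 in 3. The residue count was 11 with a pseudocount of 5, where the other splits gave 0 and 2. Second, differences between S34 and Q157 libraries that share no library were correlated across genes. The Pearson r was 0.24 for S34F minus Q157P against S34Y minus Q157R, and 0.55 for S34F minus Q157R against S34Y minus Q157P, a mean of 0.39. The same mean was -0.47 and 0.08 for the other 2 splits, but the 3 means are built from the same correlations with changed signs and sum to 0, so they are not independent comparisons. The differences within residues were also related: S34F minus S34Y had an r of -0.39 with Q157P minus Q157R, so that S34F departed from S34Y in the same direction as Q157R from Q157P. By number of changed genes, Q157P and Q157R were the closest of the mutant libraries (17 genes), while S34F and S34Y differed at 348 genes and S34Y and Q157P at 98.

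Among genes with a symbol and at least 20 TPM in a mutant library, those with the widest gap above the Q157 libraries were FN1 (ENSG00000115414, chromosome 2, 215360440 to 215436172), DHRS2 (ENSG00000100867, chromosome 14, 23630115 to 23645639) and ALDH1A1 (ENSG00000165092, chromosome 9, 72900662 to 73080442). FN1 was 55.15 TPM in S34F, 96.62 TPM in S34Y, 14.91 TPM in Q157P and 13.37 TPM in Q157R, against 44.28 TPM in WT. DHRS2 was 111.62 and 128.55 TPM in S34F and S34Y, 48.74 and 52.15 TPM in Q157P and Q157R, and 62.79 TPM in WT. ALDH1A1 was 33.26 and 56.4 TPM in the S34 libraries, 15.63 and 12.25 TPM in the Q157 libraries, and 37.61 TPM in WT. Under the same limits, those with the widest gap below the Q157 libraries were SLC4A1 (ENSG00000004939, chromosome 17, 44248385 to 44268141), CA1 (ENSG00000133742, chromosome 8, 85327608 to 85379014) and HBE1 (ENSG00000213931, chromosome 11, 5268345 to 5505652). SLC4A1 was 1.42 and 2.32 TPM in S34F and S34Y, 8.93 and 26.52 TPM in Q157P and Q157R, and 3.23 TPM in WT. CA1 was 13.76 and 11.71 TPM in the S34 libraries, 36.66 and 57.18 TPM in the Q157 libraries, and 18.35 TPM in WT. HBE1 was 1398.51 and 1707.42 TPM in the S34 libraries, 4302.42 and 7942.27 TPM in the Q157 libraries, and 2986.71 TPM in WT. HBE1 belongs to the globin family, whose members are similar in sequence.

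**Figure D3:**
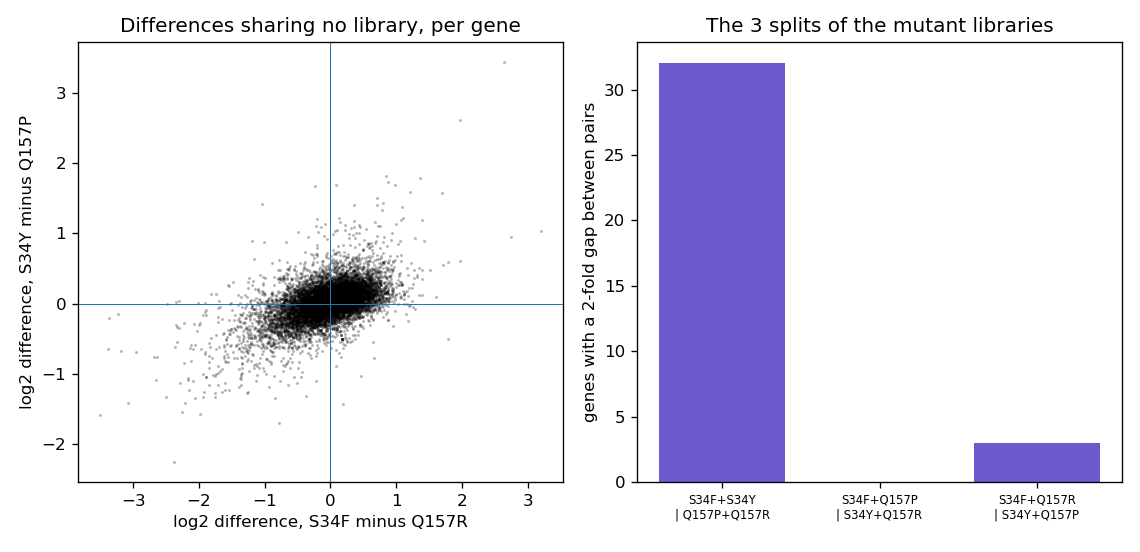
Left, log2(TPM + 1) difference between S34F and Q157R (horizontal axis) and between S34Y and Q157P (vertical axis) for 11122 genes, 1 point per gene, which rise together with an r of 0.55. The other pairing, S34F minus Q157P against S34Y minus Q157R, is not drawn and had a lower r of 0.24. Right, number of genes with at least a 2-fold gap between pairs for the 3 splits of the mutant libraries, 32 for S34 against Q157 and 0 and 3 for the other splits.

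Finally, the knockdown change was compared with each mutant change, to ask whether a mutation resembles loss of U2AF1 in gene expression. Resemblance in splicing could not be examined with values per gene. These changes share no library. Across the 11122 genes, the Pearson r with the knockdown change was 0.27 for S34F (Spearman rho 0.28), 0.14 for Q157R (rho 0.15), 0.04 for Q157P (rho 0.04) and 0.03 for S34Y (rho 0.03). S34F thus differed in r from S34Y at least as much as from either Q157 mutant. The r values share the knockdown, scramble and WT libraries, so they are not independent. The S34F change also had an SD of 0.55, against 0.21 to 0.27 for the other mutants. The r values are therefore not on an equal footing, and their gaps do not test the residue. The largest shift among the alternatives was for S34F, whose r was 0.23 when all genes with at least 1 TPM were included.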

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

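Of the 90 alternative values computed for the 14 main results, 28 moved by more than the limits set for them and none changed sign: 1.5 times for a count, 0.05 for a correlation and 0.2 for a log2 change. These limits stand in for replicate error, which 1 library per condition cannot give. With 1 library each, no replicate could be left out.

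The pseudocount moved the counts most. With a pseudocount of 0.1 the changed genes numbered 54 for the knockdown, 80 for S34Y and 43 for Q157P, S34F stood apart at 273 genes and WT at 4, against 3 for Q157R. With a pseudocount of 5 they numbered 8 for the knockdown, 325 for S34F, 18 for S34Y, 9 for Q157P and 37 for Q157R. S34F then stood apart at 55 genes and WT at 0, and 11 genes separated S34 from Q157.

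A minimum of 20 TPM left 15 changed genes for the knockdown, 411 for S34F, 27 for S34Y, 16 for Q157P and 47 for Q157R. S34F then stood apart at 84 genes, WT at 2 and Q157R at 1, and 21 genes separated S34 from Q157. Restriction to protein-coding genes left 16 changed genes for the knockdown, 28 for S34Y and 17 for Q157P, 1 gene where WT stood apart and 20 that separated S34 from Q157. With the mean of the other 4 transgenic libraries as control, 457 genes changed in S34F. Median-of-ratios scaling left 1 gene where WT stood apart. With Spearman rank correlation the residue r was 0.33. The cause of these shifts was not tested.

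S34F had the most changed genes in each setting that gave such counts, and S34 against Q157 the most genes of the 3 splits in each setting that gave split counts, which leaves out the changed control and Spearman correlation. The order of the smaller counts was not stable: the knockdown had more changed genes than Q157P in the main setting (28 and 26) and fewer with a pseudocount of 5 (8 and 9). Among 271 other alternative values, 56 moved (10 larger and 46 smaller in size) and 1 reversed: U2AF1L4 on knockdown was 0.050 with median-of-ratios scaling. The depth of the libraries is unknown, so how far low values limit these counts was not measured.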

Other observations

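With 1 library per condition, no test below separates an effect of a mutation from a difference between cultures or libraries, and the patterns are hypotheses. For the S34F library, the tests of abundant genes, smallest values, stress-response, ribosome and chaperone lists were chosen after the result was seen, as were the count of splits, the GC test of the erythroid list and the comparison of U2AF2 and SF1 with genes of similar expression. The list comparisons against scramble were also chosen after other values had been seen. The direct list comparisons of S34F with S34Y and of Q157R with Q157P were not among those planned. The other tests were fixed before their results were known. No condition had 4 samples, so samples could not be screened for outliers.

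The S34F library stood apart from the other 4 transgenic libraries at 169 genes. The deviation of S34F from the other 4 was weakly related across genes to GC content (r of -0.12) and log2 transcript length (r of 0.04). Regression on both removed little, and the count among genes with known values was 164 before and 171 after it. The 10 most abundant genes took 10.6% of TPM in S34F, near the range of the other 4 libraries (9.82% to 10.4%). Noise of low values cannot be ruled out without replicates. Among genes with a mean of at least 50 TPM, 0.855% stood apart, against 1.77% of genes below 50 TPM. The common log2 offset of low genes against the scramble library was 0.54 in S34F and 0.56 in WT, but whether this offset reflects depth is unsettled. A difference in culture state is a candidate explanation. Against WT, a list of 29 ribosome biogenesis genes had a median log2 change of 0.95 in S34F, with all 29 genes higher, at percentile 100.0 of random lists. A list of 20 chaperone genes had a median of 0.65, with 19 genes higher, also at percentile 100.0. Both lists were assembled after genes of these kinds had been seen among the largest changes, though without those genes. A list of 21 ATF4 stress-response genes was written before the data were examined. Against WT its median in S34F was -0.19 at percentile 2.82, just inside the limit of 2.5. In S34Y its median was -0.08 at percentile 0.6. At the deposited scaling, S34F lay outside the limit against scramble (-0.34, 16 of 21 genes lower, percentile 0.07). The same held against S34Y (-0.22, 17 of 21 lower, percentile 0.82). The ribosome biogenesis list was also higher than WT in S34Y (0.25), Q157P (0.25) and Q157R (0.35), under both scalings tried. The chaperone list was also higher than WT in Q157P (0.14, percentile 99.54) and Q157R (0.21, percentile 99.98). The ribosome biogenesis and chaperone lists were also set against the scramble library, at the deposited scaling and after these values were seen. There the ribosome biogenesis list was at -0.21 in WT (26 of 29 genes lower, percentile 0.86), 0.02 in S34Y and 0.05 in Q157P. It was at 0.11 in Q157R (28 of 29 higher, percentile 99.09) and 0.73 in S34F (29 of 29 higher, percentile 100.0). The chaperone list was at -0.26 in WT (19 of 20 lower, percentile 0.3), -0.08 in S34Y and -0.10 in Q157P. It was at 0.004 in Q157R and 0.41 in S34F (16 of 20 higher, percentile 100.0). A low WT library may thus explain much of the rise over WT in the other mutants, although a smaller rise in ribosome biogenesis remained in Q157R. It does not explain the rise in S34F, although the scramble cells also differ in treatment. Growth state, handling and the mutation itself remain open.

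Genes separating S34 from Q157 numbered 32, and 1 of the 3 splits, the real one, gave as many, which a design of 4 libraries cannot distinguish from chance. After regression on GC content and transcript length, 25 genes remained of 30 with known values. By definition these genes also separate S34Y from both Q157 libraries. With any margin for S34Y, among 358 genes at least 2-fold from S34F in both Q157 libraries, S34Y lay on the S34F side of both at 79.9%. The matching share was 11.4% for Q157P (of 185 genes) and 55.6% for Q157R (of 248 genes). These genes were picked for extreme S34F values and a library unrelated by residue also reached a high share, so the shares do not settle how far the separation rests on S34F. The high share for Q157R fits with the relation between S34F minus S34Y and Q157R minus Q157P in the report, and may reflect an axis of variation in these libraries that does not follow the mutated residue. Lists compared along it did not all run the same way. SR and hnRNP factors were higher in S34F than S34Y (0.41) and in Q157R than Q157P (0.17). So were cholesterol synthesis (0.42 and 0.25), ribosome biogenesis (0.68 and 0.08), U2 snRNP (0.40 and 0.09) and chaperones (0.53 and 0.07). The ATF4 list was lower in both (-0.22 and -0.05). The erythroid list ran in opposite directions (-0.16 and 0.51), but its first value lay inside the central 95% of random lists (percentile 5.71). So did the second values for chaperones (percentile 96.44) and ATF4 (percentile 7.4). The interferon list also ran in opposite directions (-0.57 and 0.02), its second value inside the range (percentile 81.87). These values are at the deposited scaling only.

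Several genes that separate the residues are erythroid (SLC4A1, CA1, HBE1). An erythroid list written before the data were examined, with 25 genes found, had a median log2 change against WT of 0.74 in Q157R (25 of 25 genes higher) and 0.38 in Q157P (24 of 25 higher), both at percentile 100.0. It was -0.20 in S34F (percentile 2.42), -0.11 in S34Y (percentile 0.09) and -0.17 in the knockdown against scramble (percentile 0.02), and each kept its sign under median-of-ratios scaling. Against scramble, at the deposited scaling, the list was at 0.72 in Q157R, 0.34 in Q157P, 0.06 in WT, 0.02 in S34Y and -0.14 in S34F. Reads shared between globin paralogs do not account for the Q157R value, since the 18 genes other than globins had a median of 0.61 at percentile 100.0. Regression on GC content and transcript length removed little, and the median for the whole list was 0.75 after it. K562 cells can vary in erythroid character between cultures, so a drift of the lines during expansion may produce this pattern as well as the mutations, and the 2 cannot be told apart here.

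U2AF2 and SF1, whose products act with U2AF1 at the start of spliceosome assembly, were both higher in the knockdown library. SF1 (ENSG00000168066, chromosome 11, 64764606 to 64778786) rose from 148.52 TPM in scramble to 246.54 TPM, a log2 change of 0.73, and lay between 145.04 and 166.25 TPM in the transgenic libraries. Regression on GC content and transcript length removed little, leaving changes of 0.73 for U2AF2 and 0.73 for SF1. Among the 500 genes nearest in mean expression, the change of U2AF2 was at percentile 99.8 and that of SF1 at percentile 100.0. These percentiles compare other genes in the same pair, and not how far each gene varies between libraries. In the transgenic libraries, U2AF2 ranged more widely than SF1, from 115.57 TPM (S34Y) to 181.98 TPM (S34F). A possible explanation is that cells adjust partner factors when U2AF1 is low, but the changes are below 2-fold, SF1 was picked because its rise was large, and no replicate exists.

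The knockdown change correlated across genes with the S34F change at an r of 0.28 among genes with known GC and length, and at 0.27 after both changes were regressed on GC content, transcript length and mean expression. The regression thus removed little of it. Shared culture state in the knockdown and S34F libraries was not excluded. The gene lists do not settle this, since several knockdown medians are close to 0 and the S34F values against WT depend on WT.

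Of 35 percentiles for the 7 lists written in advance and the 5 comparisons, 16 lay outside the central 95% of random lists, where 1.75 would be by chance if genes varied independently, which genes of one pathway do not. A list of SR and hnRNP splicing factors was higher than WT in S34F (median 0.44, 24 of 26 genes, percentile 99.95), S34Y (0.17, 21 of 26, 99.94) and Q157R (0.19, 26 of 26, 99.97), was at 0.08 in Q157P (19 of 26) inside the range, and was higher in the knockdown than in scramble (0.04, 15 of 26, 98.78). The list for U2 snRNP and splice site recognition was higher than WT in S34F (0.52, 20 of 22 genes, percentile 100.0) and Q157R (0.18, 17 of 22, 99.74). The cholesterol synthesis list was higher in S34F (0.40, 19 of 24 genes, percentile 99.82) and in the knockdown (0.13, 18 of 24, percentile 100.0), and lower in Q157P (-0.20, 21 of 24 lower, percentile 0.0) and S34Y (-0.04, 13 of 24 lower, percentile 1.06). The position of WT weighs on these values. Against scramble, at the deposited scaling and chosen after the values above were seen, WT was low for SR and hnRNP factors (-0.24, 25 of 26 genes lower), for U2 snRNP and splice site recognition (-0.20, 17 of 22 lower) and for cholesterol synthesis (-0.63, 23 of 24 lower). On that basis S34F was higher for SR and hnRNP factors (0.22) and U2 snRNP (0.23) but lower for cholesterol synthesis (-0.22, 17 of 24 lower). S34Y, Q157P and Q157R were not higher for any of the 3 lists. The fall in cholesterol synthesis was not particular to WT: S34Y (-0.65), Q157P (-0.76) and Q157R (-0.51) were each at percentile 0.0. Nor was the fall in SR and hnRNP factors, since Q157P was also low (-0.19, 22 of 26 lower, percentile 0.43). S34Y (percentile 3.58) and Q157R (percentile 17.07) were lower in median but inside the range for that list. For U2 snRNP, S34Y, Q157P and Q157R all had negative medians inside the range. Compared directly, the cholesterol list was higher in S34F than S34Y (0.42) and in Q157R than Q157P (0.25), both at percentile 100.0, and S34F was not compared directly with Q157P. The lists for interferon response (11 of 30 genes found) and for snoRNA hosts and NMD-sensitive transcripts stayed inside the range in each of the 5 comparisons. Against scramble, the snoRNA and NMD list was higher in WT (0.14, percentile 99.87) and S34Y (0.25, percentile 99.99). The interferon list was lower in S34F than S34Y (-0.57, percentile 0.57). The remaining scramble and direct comparisons of these lists stayed inside the range. As a further value, WT differed from scramble at 147 genes (52 higher, 95 lower), more than S34Y, Q157P or Q157R differed from WT, although the 2 libraries differ in treatment as well as in U2AF1.

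Low values moved together between libraries. Of 11398 genes with all values from 0.2 to below 2 TPM, 61.7% had a WT to scramble ratio within 0.05 on the log2 scale of one common value, 1.47. The common ratio was 1.45 for S34F, 1.13 for S34Y, 1.37 for Q157P, 1.34 for Q157R and 0.986 for the knockdown. One candidate explanation is a smallest estimate that the quantification gives to genes with few or no reads, set by transcript length and depth. It was tested in 2959 of these genes with 1 annotated transcript and the common ratio in all libraries. Their log2 TPM fell with log2 transcript length with an r of -0.63, weaker than the limit of -0.8 set beforehand. The prediction was thus missed as stated. The test does not decide the question, because choosing genes from 0.2 to below 2 TPM narrows the spread of log2 TPM and can weaken r. The common ratio held in all libraries for 45.1% of the genes examined, and the knockdown and scramble libraries had practically no offset from each other.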
